# Comparative genomic assessment of Multi-Locus Sequence Typing: rapid accumulation of genomic heterogeneity among clonal isolates of *Campylobacter jejuni*

**DOI:** 10.1186/1471-2148-8-229

**Published:** 2008-08-08

**Authors:** Eduardo N Taboada, Joanne M MacKinnon, Christian C Luebbert, Victor PJ Gannon, John HE Nash, Kris Rahn

## Abstract

**Background:**

Multi-Locus Sequence Typing (MLST) has emerged as a leading molecular typing method owing to its high ability to discriminate among bacterial isolates, the relative ease with which data acquisition and analysis can be standardized, and the high portability of the resulting sequence data. While MLST has been successfully applied to the study of the population structure for a number of different bacterial species, it has also provided compelling evidence for high rates of recombination in some species. We have analyzed a set of *Campylobacter jejuni *strains using MLST and Comparative Genomic Hybridization (CGH) on a full-genome microarray in order to determine whether recombination and high levels of genomic mosaicism adversely affect the inference of strain relationships based on the analysis of a restricted number of genetic loci.

**Results:**

Our results indicate that, in general, there is significant concordance between strain relationships established by MLST and those based on shared gene content as established by CGH. While MLST has significant predictive power with respect to overall genome similarity of isolates, we also found evidence for significant differences in genomic content among strains that would otherwise appear to be highly related based on their MLST profiles.

**Conclusion:**

The extensive genomic mosaicism between closely related strains has important implications in the context of establishing strain to strain relationships because it suggests that the exact gene content of strains, and by extension their phenotype, is less likely to be "predicted" based on a small number of typing loci. This in turn suggests that a greater emphasis should be placed on analyzing genes of clinical interest as we forge ahead with the next generation of molecular typing methods.

## Background

*Campylobacter jejuni *is the most common cause of acute bacterial enteritis worldwide [1,2]. Despite significant progress in recent years, critical gaps remain in our understanding of *C. jejuni *pathogenesis. The lack of a well-defined set of virulence determinants makes it difficult to assess the virulence potential of different strains or to make links between specific genotypes and specific disease manifestations. Similarly, because the majority of infections are sporadic, sources and routes of transmission remain unclear in most cases of campylobacteriosis [3].

Significant effort has been placed on the development of methods for the typing of *C. jejuni *based on the analysis of polymorphic DNA targets and that have been applied to the study of species diversity and in the context of epidemiology and surveillance [4,5]. The large number of competing approaches is a reflection on the fact that different methods may be appropriate for investigating short-term outbreak investigations (i.e. local epidemiology) and/or large-scale longitudinal surveillance (i.e. global epidemiology) [6]. Multi-locus sequence typing or MLST [7,8], which is based on the analysis of DNA sequence polymorphisms in a group of housekeeping genes, has recently emerged as a strong contender for a genotyping "gold standard" for *C. jejuni *on the strength of several features. These include: a high discriminative power; ease of standardization of data acquisition and analysis across laboratories, and the high portability of the resulting sequence data [4,9].

MLST benefits from a well-established framework for the phylogenetic analysis of molecular sequences. This has led to the suggestion that the phylogenetic signal contained within the loci analysed by MLST could be successfully used for long-term tracking in population structure studies, global epidemiology and long-term surveillance [10]. However, two outstanding questions need to be addressed in light of emerging data from comparative genomic analyses of *C. jejuni*. First, *C. jejuni *is naturally transformable and takes up homologous DNA readily [11], leading to high rates of intraspecies recombination [12,13] that could distort the genetic relationships inferred from any one genetic locus. Second, a potential weakness which MLST shares with most genotyping approaches is that strain relatedness is inferred based on a very limited sub-sampling of the entire genome [5,14]. This becomes increasingly relevant given the extensive genomic diversity that has been observed in intraspecies comparisons of *C. jejuni *through whole genome sequencing [15] and whole-genome microarray-based comparative genomic hybridization (CGH) [16-20].

MCGH has recently been successfully applied to the examination of gene conservation dynamics and to the investigation of strain to strain relationships based on whole-genome gene conservation profiles [21]. In this study, we have analyzed a set of strains using both MLST and MCGH in order to assess whether the strain relationships inferred from the seven loci interrogated by MLST are consistent with the phylogenetic signal obtained from the analysis of whole-genome comparative genomic data.

## Results

### Description of isolate relationships determined by MLST

In order to evaluate relationships among isolates, all 45 strains in this study were analyzed by MLST (Figure 1). The strains were selected from a larger dataset analyzed by MLST and were picked to comprise several levels of genetic similarity, thus enabling us to determine whether relationships assessed by MLST would be supported by CHG data in the short-term vs. long-term epidemiological context.

**Figure 1:**
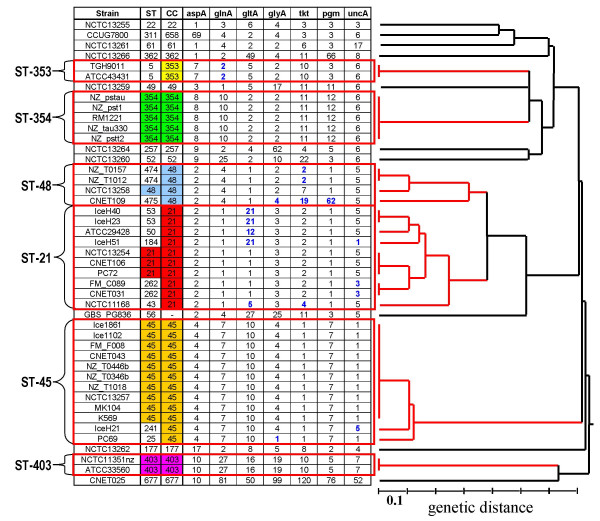
**UPGMA-based clustering of MLST data for the 45 *C. jejuni *strains included in this study**. Clusters representing clonal complexes (CC) are highlighted in red on the dendogram and their corresponding allelic profiles are also boxed in red. Allelic differences with respect to the central sequence type (ST) of the CC are highlighted in blue.

The dataset contained representatives from 25 distinct Sequence Types (STs) with 8 STs containing multiple strains. BURST analysis identified two main lineages, clonal complexes ST-21 and ST-45, which figured prominently in the dataset. The strains from the ST-21 complex include strains of the ST-21, Single Locus Variants (SLVs) (ST-50, ST-53, and ST-262), and Double Locus Variants (DLVs) (ST-43 and ST-184). The ST-45 complex includes strains of the ST-45 and SLVs (ST-25 and ST-241).

A subset of strains with the ST-474, which was originally placed in the ST-21 complex based on preliminary BURST analysis on the strength of matches at 5 of the 7 typing loci, was subsequently re-assigned to the ST-48 complex based on lineage assignments obtained from the *C. jejuni *MLST database, which is based on a much larger dataset including data on over 3000 strains. The ST-48 complex includes strains with the ST-48, SLVs (ST-474) and a Triple Locus Variant (TLV) (ST-475). In addition to the strains from ST-21, ST-45, and ST-48 complexes, groups of strains with identical STs were found from three additional clonal complexes (ST-353, ST-354, and ST-403). The remaining 10 strains did not belong to any of the ST complexes represented in the dataset and shared at most 3 of 7 MLST alleles with their closest matches.

### Analysis of isolate relationships determined by MCGH

In order to assess strain-to-strain relationships based on genome similarity, gene conservation profiles derived from CGH data were used to quantify genomic similarity and this data was then used as a measure of the genetic distance between strains. 

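Genomic DNA of each of the 45 strains was labelled with Cy3 and hybridized together with Cy5-labelled DNA of NCTC_11168 to 1 array, so there was 1 array per strain and no replicate hybridization. The authors deposited, for each of 4608 spots per array, the intensity and local background of both channels, a flag, and a normalized log2 ratio of tester over control. For 33 arrays the deposited log ratio followed the intensities of the same array, with a Pearson correlation over gene averages of at least 0.943. In the other 12 arrays, which included NCTC_11168, this correlation lay between -0.0855 and 0.775. The Log Ratio (LR) used here was therefore recomputed for every array from its own intensities, a choice made after the files had been examined. Local background was subtracted, intensity-dependent loess was fitted to each array with limma, spots that the authors had flagged were left out, and the spots of a gene were averaged. A gene was called conserved at an LR above -0.85 and divergent/absent at or below it, and likely absent at or below -3.0. The paper's text does not print its thresholds, and -0.85 was read from the colour scale of Figure 2. An SLRD of a pair of strains is a gene conserved in one and divergent/absent in the other. In the hybridization of NCTC_11168 to itself, 2 of 1603 genes lay at or below -0.85, and the SD of the LR was 0.22. The median tester signal over local background ranged from 2.68 to 3500 between arrays, with a median of 8.46.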

Hierarchical clustering of the strains was performed on the resulting distance matrix of all pair wise distances between strains and bootstrap analysis revealed seven statistically robust clusters of strains (Figure 2) which were highly concordant with those obtained by hierarchical clustering of microarray profiles using the Pearson correlation metric (results not shown).

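Trinary distances between the 45 strains were clustered by UPGMA with 500 bootstraps over genes. Of the 7 published clusters, 5 were recovered as a clade with at least 70% support. Support was 88.4% for cluster I, 93.2% for cluster II, 100% for cluster III, 95.8% for cluster IV and 100% for cluster VII. Cluster V was recovered in 0.2% of the bootstraps and cluster VI in 47.0%. Within cluster I, the published sub-clusters Ib and Id had 90.0% and 99.6% support, but Ia had 0.6% and Ie 40.4%. Values given below for Ia and Ie therefore follow the published grouping, which this tree did not recover. A clade of 11 strains of the ST-45 complex had 76% support and held 7 of the 8 strains of cluster V. The remaining strain of the complex, NCTC_13257, was not in it. NCTC_13257 had the lowest tester signal over background of the 45 arrays. With average linkage on 1 minus the Pearson correlation of LR, support was 97.8% for cluster II, 96.0% for cluster VI, 65.6% for cluster IV and 0.0% for cluster I. By that method Ia had 41.0% support, Ib 99.6%, Id 62.2% and Ie 67.8%.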

**Figure 2:**
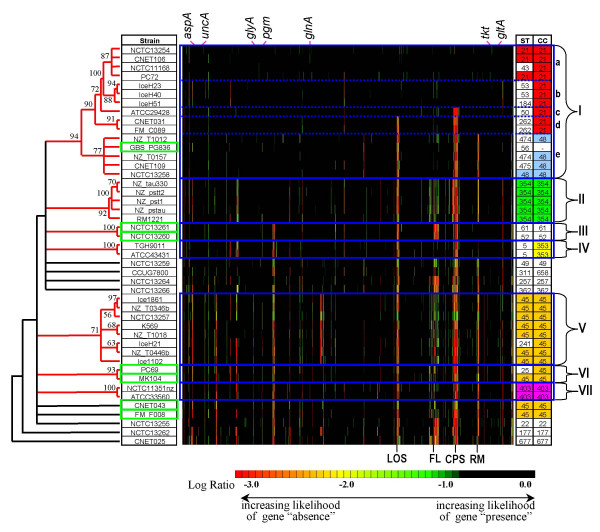
**Concordance between clustering of MLST and whole-genome CGH profiles for the 45 *C. jejuni *isolates included in this study**. Bootstrap support is shown for the statistically robust clusters (shown in red on the dendogram; CGH profiles boxed in blue). Log Ratio data has been colour-coded according to data interpretation thresholds described in Taboada *et al*. [31]. Strains showing discordant clustering results are boxed in green.

Cluster I can be further divided into 5 sub-types with significant differences in gene content: clusters Ia and Ib include the reference genome strain NCTC 11168 and six other strains with a very small number of genes displaying "significant Log Ratio differences" (SLRDs) with respect to NCTC 11168. These SLRDs correspond to likely gene divergence/gene absence events with respect to the reference strain. The three additional strains in cluster Ia have an average of 12.0 SLRDs whereas strains in cluster Ib have an average of 14.3 SLRDs. 

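The 3 strains of cluster Ia other than NCTC_11168 had 14 SLRDs (CNET_106), 30 SLRDs (PC72) and 38 SLRDs (NCTC_13254) with respect to the reference strain, a mean of 27.3 ± 12.2 (SD, n = 3 strains). The strains of cluster Ib had 26 SLRDs (IcelandH23), 22 SLRDs (IcelandH40) and 16 SLRDs (IcelandH51), a mean of 21.3 ± 5.03 (SD, n = 3 strains). The means of the clusters differed by less than the spread between strains of cluster Ia. Counting only likely absent genes, the means were 1.67 and 2.33 SLRDs.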

Strains in clusters Ic, Id, and Ie have an increasing number of differences with respect to the reference strain (an average of 37.3 SLRDs), although the majority of these are concentrated within four genetic loci: a region spanning Cj0968 to Cj0972 in cluster Ie; the lipo-oligosaccharide biosynthesis locus or LOS (Cj1136-Cj 1146c) in clusters Id and Ie; the capsular polysaccharide biosynthesis locus or CPS (Cj1414c-Cj1449) in clusters Ic, Id, and Ie; and a Type I restriction/modification locus or R-M (Cj1549-Cj1560) in cluster Ie.

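The 8 strains of clusters Ic, Id and Ie had 53.8 ± 10.9 SLRDs (SD, n = 8 strains) with respect to NCTC_11168, with a range of 39 to 73. Among genes conserved in the self-hybridization these strains had 414 divergent/absent calls, of which 284, or 68.6%, fell in the 4 loci. The loci hold 57 of the 1601 genes, or 3.56%. The CPS locus took 161 of the calls, the LOS locus 66, the R-M locus 38 and the region from Cj0968 to Cj0972 took 19. In the strain of cluster Ic all 25 calls within the loci were in the CPS locus. The R-M calls and those from Cj0968 to Cj0972 all belonged to cluster Ie.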

Strains from clusters II to VII have an average number of SLRDs with respect to the reference strain that range from 64.5 for cluster IV to 97.9 for cluster V. The distribution and prevalence of various SLRDs across the genome varies substantially for each group, although the bulk can be found within the various hyper-variable loci previously described in *C. jejuni *[18,19]. For example: only strains from clusters I and II appear to have a fully conserved (i.e. lacking in SLRDs) region spanning Cj0480 to Cj0490; only strains from cluster V have SLRDs in the region spanning Cj0727 and Cj0741; only strains from clusters I, III and IV lack SLRDs within the Type I restriction/modification locus. It thus appears that the various clusters of strains are characterized by unique patterns of conserved genes at hyper-variable loci.

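The 21 strains of clusters II to VII had 122 ± 22.3 SLRDs with respect to NCTC_11168 (SD, n = 21 strains), with a range of 86 to 169. The mean number of SLRDs was 113 ± 11.5 in cluster II (SD, n = 5 strains), 90.0 ± 5.66 in cluster III (SD, n = 2), 94.0 ± 2.83 in cluster IV (SD, n = 2), 144 ± 13.3 in cluster V (SD, n = 8), 124 ± 4.95 in cluster VI (SD, n = 2) and 119 ± 4.95 in cluster VII (SD, n = 2). Among genes conserved in the self-hybridization these strains had 2530 divergent/absent calls, of which 803, or 31.7%, fell in the 4 loci described for cluster I. The mean over clusters II to VII moved most at high stringency, where only likely absent genes count, to 43.0 SLRDs.

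**Figure D1:**
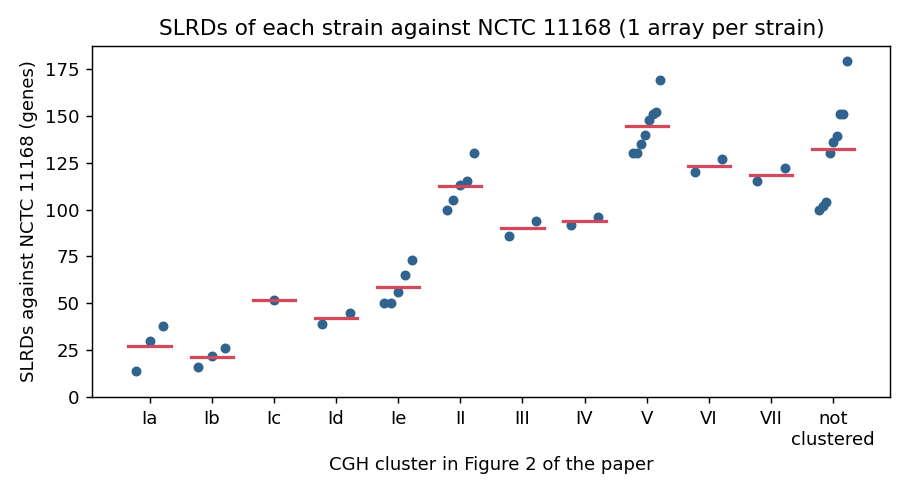
Number of genes with an SLRD against NCTC_11168 for each of the other 44 strains (points), by CGH cluster of Figure 2, with the mean of each cluster as a line. Cluster V has the highest mean, 144, and cluster Ib the lowest, 21.3.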

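From Cj0480 to Cj0490 the array holds 11 genes. None was divergent/absent in the 5 strains of cluster II or in 13 of the 15 strains of cluster I, and 1 gene was in each of NZ_T1012 and GBS_PG836 of cluster Ie. The 16 strains of clusters III to VII had between 8 and 10 divergent/absent genes there. From Cj0727 to Cj0741 all 8 strains of cluster V had between 7 and 13 of 15 genes divergent/absent. Of the 37 strains outside cluster V, 8 had at least 1 divergent/absent gene in this region, and the highest count among them was 10 genes in NCTC_13262. Of the 8 genes of the R-M locus, 0 were divergent/absent in clusters Ia to Id and in cluster III, 1 in each strain of cluster IV, and 7 or 8 in each strain of cluster Ie.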

### Comparison of MCGH versus MLST-derived isolate relationships

When results of MCGH-based clustering were compared to the results obtained by MLST-based clustering and BURST analysis (Figure 2) we found that, with a few exceptions, the statistically robust groups obtained from CGH analysis correspond to groups of strains of identical sequence type. For example, strains in cluster Ia are largely of ST-21; strains from cluster 1b are largely of ST-53; strains from cluster 1d are of ST-262; strains from cluster II are of ST-354; strains from cluster IV are of ST-5; strains from cluster V are of ST-45; strains from cluster VII are of ST-403. In general, the congruence observed between CGH and MLST profiles also extends to strains within the same clonal complex (i.e. defined by sharing at least 4 loci) since strains with similar CGH profiles tend to share multiple MLST alleles. For example, strains in clusters Ia, Ib, Ic, and Id form part of clonal complex ST-21 and share 5 or more alleles. Similarly, the eight strains in cluster V share 6 or more alleles.

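All 990 pairs of strains were compared. Pairs from the same clonal complex had 54.6 ± 21.2 SLRDs (SD over 129 pairs) and pairs from different complexes 106 ± 27.4 (SD over 861 pairs). The difference of 51.9 SLRDs had p = 1e-05 in a two-sided permutation test that shuffled the complex labels over the 45 strains, the smallest p that 100000 shuffles can give. Each of the 35 strains of the 6 complexes had its nearest strain within its own complex. Mean pairwise SLRDs within the complex were 41.7 ± 17.1 in the ST-21 complex (SD over 45 pairs) and 27.5 ± 9.81 in the ST-48 complex (SD over 6 pairs). The single pairs of the ST-353 and ST-403 complexes had 46 and 37 SLRDs. In each of these pairs both strains have the same serotype and ST in Table 1, and the records do not say whether they are separate isolates. If they are the same source strain, these counts measure differences between arrays. Of all alternatives, the high stringency count moved the difference furthest down, to 22.0 SLRDs with the same p. Because similar CGH profiles tend to go with several shared MLST alleles, the paper reasons that in general the congruence of both methods extends to clonal complexes.

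**Figure D2:**
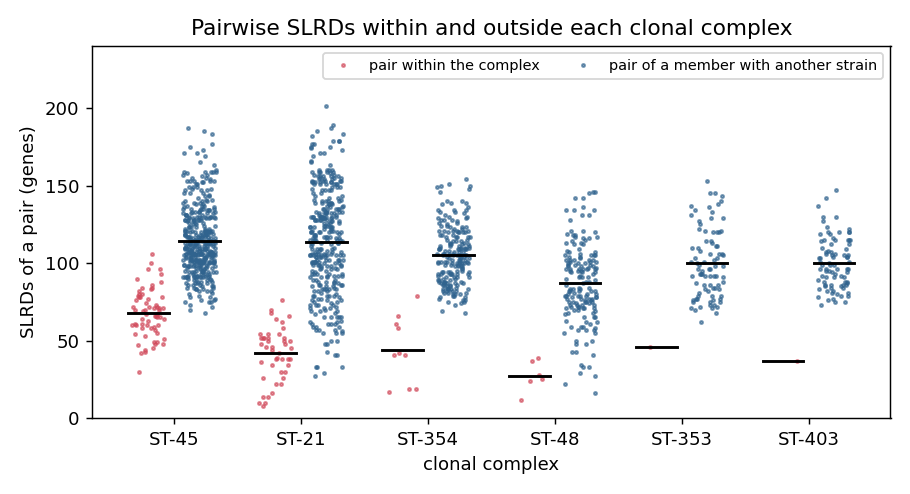
SLRDs of each pair of strains within a clonal complex (red) and of each pair of a member with a strain outside it (blue), with means as black lines. Within the ST-21 complex the mean is 41.7 SLRDs and with other strains it is 114 SLRDs.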

An inspection of local gene conservation patterns shows that strains from the same ST tend to share attributes that are nearly exclusive to the group (Figure 3). For example, whereas the ten strains with ST-45 have SLRDs at Cj0057 and Cj0058, this specific pattern is observed in only 5 of the remaining 35 strains in the dataset. Similarly, the pattern found among ST-45 strains in the region from Cj0177 to Cj0181 is found in only 7 of the remaining strains in the dataset. 

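Cj0057 and Cj0058 were both divergent/absent in 10 of 10 strains of ST-45 and in 5 of the 35 other strains, which were CNET_025, IcelandH21, NCTC_13262, NCTC_13266 and PC69. The mean LR of Cj0057 was -3.20 in ST-45 and -0.60 in the other strains, and that of Cj0058 was -2.50 and -0.28.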

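Cj0177, Cj0178, Cj0179 and Cj0181 were all divergent/absent in 9 of 10 strains of ST-45 and in 6 of the other 35. Cj0178 had the lowest mean LR of these genes in ST-45, -4.24, against -0.92 in the other strains.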

Other genomic regions where SLRDs are found almost exclusively among ST-45 strains are the multi-gene loci spanning Cj0296c to Cj0299, Cj0617-Cj0618, Cj0727 to Cj0733, and eight other single-gene loci (Cj0030, Cj0380c, Cj0690c, Cj0753c, Cj0794, Cj1305, Cj1585c, Cj1668c). 

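The 4 genes from Cj0296c to Cj0299 were all divergent/absent in 7 of the 10 strains of ST-45 and in 6 of the other 35 strains, and at least 1 of them was in 11 of the other strains. Both Cj0617 and Cj0618 were divergent/absent in 6 of the ST-45 strains and in 7 of the others. At least 1 of these genes was in 10 of the ST-45 strains and in 11 of the others. From Cj0727 to Cj0733, 7 strains of ST-45 and 2 other strains had at least 1 divergent/absent gene. Among the single-gene loci, Cj1585c was divergent/absent in 10 of 10 strains of ST-45 and 6 of 35 others (two-sided Fisher's exact test with Benjamini-Hochberg adjustment, adjusted p = 0.00109), and Cj0690c in 9 of 10 and 5 of 35 (adjusted p = 0.00317 from the same test). Cj0794 was divergent/absent in 8 of 10 and 8 of 35 strains (adjusted p = 0.0683 from the same test). The test takes related strains as independent, so its p-values are likely too small.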

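Cj0246c, Cj0859c and Cj0860 were divergent/absent in 0 of 10 strains of ST-45. Among the other 35 strains Cj0246c was divergent/absent in 16, Cj0859c in 19 and Cj0860 in 20. Cj0970 was divergent/absent in 2 of 10 strains of ST-45 and in 15 of the other 35. By Fisher's exact test with Benjamini-Hochberg adjustment over all genes, two-sided, adjusted p was 0.0446 for Cj0860, 0.0819 for Cj0859c, 0.201 for Cj0246c and 1.0 for Cj0970.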

A small number of genes (Cj0246c, Cj0859c, Cj0860, and Cj0970) appear to be fully conserved in all ST-45 strains but have SLRDs in a number of strains in the remainder of the dataset. More broadly, such differences in gene content can be used to differentiate the various CGH clusters and ST complexes.

**Figure 3:**
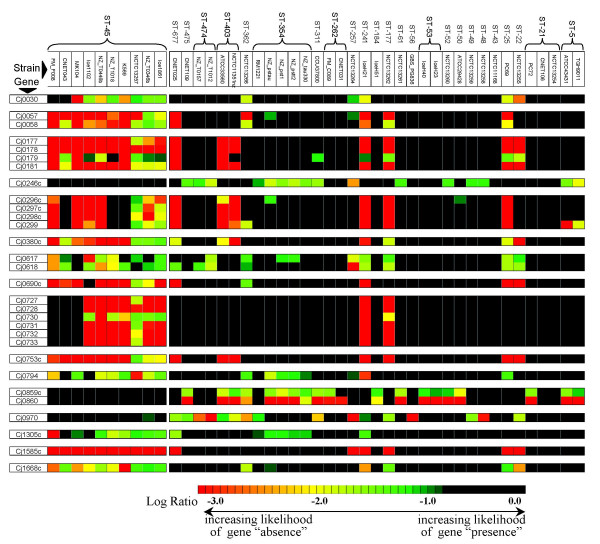
**Shared genomic attributes in strains from the same MLST clonal complex**. The strains of ST-45 show significant differences in gene conservation rates at the loci shown in the first column with respect to all other strains in the dataset and differentiate this group of genetically related strains from other groups of strains.

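Fisher's exact test, two-sided, was run for each of 1606 genes. It compared the number of strains called divergent/absent among the 10 strains of ST-45 and the other 35. The test takes strains as independent, but strains of ST-45 and of each complex are related, so its p-values are likely too small. The other 35 include IcelandH21 and PC69 of the ST-45 complex. After Benjamini-Hochberg adjustment, 39 genes passed 0.05, of which 38 were more often divergent/absent in ST-45 and 1, Cj0860, less often. Of the 30 genes in Figure 3, 21 were among them, and 29 passed when adjusted over the list alone. The paper chose that list on these samples, so the latter count is not independent evidence. The other 18 genes included Cj0755, divergent/absent in 10 of 10 strains of ST-45 and 9 of 35 others (adjusted p = 0.00423). They also included Cj0122, Cj1415c, Cj1725 and Cj1727c, each divergent/absent in 10 of 10 and 10 of 35 strains (adjusted p = 0.0062). The alternative with the most genes, limma on LR, gave 95 genes. Of these, 71 had a lower LR in ST-45 and 24 a higher LR, and 31 of the 39 genes were among the 95. Cj0727, Cj0728 and Cj0730 to Cj0733 were each divergent/absent in 7 of 10 and 2 of 35 strains. The 39 genes are therefore not 39 separate findings.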

Although our data suggests that strains with similar MLST profiles share similar CGH profiles, we have also found evidence for strains with significant levels of genomic similarity despite sharing few or none of the alleles used for MLST. For example, strain GBS_PG836 shows high overall genome similarity to the strains in the ST-48 complex (Cluster Ie) despite having different alleles at 4 of 7 MLST loci. 

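GBS_PG836 had 28.8 ± 12.1 SLRDs with the strains of the ST-48 complex (SD over 4 pairs), from 16 to 43. With the strains of the ST-21 complex it had 60.5 ± 15.7 SLRDs (SD over 10 pairs), and with the other complexes mean SLRDs were between 77.0 and 103. Pairs within the ST-48 complex ranged from 12 to 39 SLRDs. Counting only likely absent genes, GBS_PG836 had a mean of 1.0 SLRDs with the ST-48 complex.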

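NCTC_13260 and NCTC_13261 belong to ST-52 and ST-61. At the threshold of -0.85 the pair had 8 SLRDs, the lowest number among the 990 pairs, reached also by IcelandH40 and IcelandH51 of the ST-21 complex. At thresholds of -1.0 and -1.2 it had 10 and 12 SLRDs and ranked 5 and 17 from the lowest. At high stringency the pair had 0 SLRDs. The allele profiles drawn in Figure 1 have 2 alleles in common between these strains, and the 66 pairs of strains with that many shared alleles had 83.1 ± 20.3 SLRDs (SD). Under the deposited log ratio as labelled, which for both arrays did not follow the array's own intensities, the pair had 98 SLRDs.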

In an extreme example, strains NCTC_13260 and NCTC_13261 show significant congruence in overall CGH profiles despite sharing no mutual alleles at any of the seven MLST loci. Thus, despite the fact that similarity in MLST profiles is generally a good predictor for genomic similarity, it is not always indicative of overall genome similarity between strains.

### Genomic heterogeneity within groups of strains with the same MLST sequence type

Although genetic relatedness is reflected by shared gene content and high similarity in overall CGH profiles, when global and local gene conservation profiles are examined it is also possible to observe significant differences in gene content between strains of the same CGH cluster/clonal complex, particularly within hyper-variable genomic loci. For example, an examination of the strains in the ST-45 complex reveals that each strain appears to contain a heterogeneous mixture of conserved and divergent/absent genes and thus a "mosaic" pattern of gene conservation is apparent even among strains with high overall genomic similarity that are members of the same MLST clonal complex (Figure 4a, 4b). 

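Within the 12 strains of the ST-45 complex, 215 of 1606 genes were conserved in some strains and divergent/absent in others, 56 were divergent/absent in all 12, and 1335 were conserved in every strain with a value. Mixed calls were found for 15 of 35 genes of the CPS locus, 4 of 11 genes of the LOS locus and 3 of 8 genes of the R-M locus. The LR values of an SLRD within the complex differed by a median of 1.06. The number of likely absent genes per strain ranged from 4 in NCTC_13257, where tester signal over background was 2.68, to 72 in NZ_T0446b, where it was 5.97.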

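Pairs of a strain of the ST-45 complex with a strain outside it had 114 ± 22.1 SLRDs (SD over 396 pairs). The 66 pairs within the complex had 67.8 ± 15.4 SLRDs (SD), from 30 to 106. Over the alternatives the mean within the complex ranged from 9.97 at high stringency to 129 at the lowest 1% of the self-hybridization. The difference of 46.6 SLRDs had p = 2e-05 in a two-sided permutation test with 100000 random draws of 12 of the 45 strains. All 12 strains had a lower mean within the complex than outside it.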

Although, on average, strains from the ST-45 complex have more SLRDs with respect to other strains in the dataset (μ = 93 ± 13), they bear a significant number of SLRDs with respect to one another (μ = 65 ± 14). Similar observations can be made for the strains in the ST-354 complex (μ = 83 ± 15 vs. μ = 35 ± 15). 

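The 5 strains of the ST-354 complex had 105 ± 18.7 SLRDs with other strains (SD over 200 pairs) and 44.3 ± 21.6 with one another (SD over 10 pairs). This difference of 60.8 SLRDs had p = 0.000171 in a two-sided exact permutation test over all 1221759 choices of 5 of the 45 strains. RM1221 had the highest mean with the other members, 66 SLRDs, and without it the mean within the complex was 29.8. The array of RM1221 had a tester signal over background of 343, against 5.71 to 14.0 for the other members. Those members also came from the same New Zealand study. Array, origin and gene content can therefore not be told apart for RM1221.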

[For a complete set of all pair-wise SLRDs consult Additional file 1]

**Figure 4:**
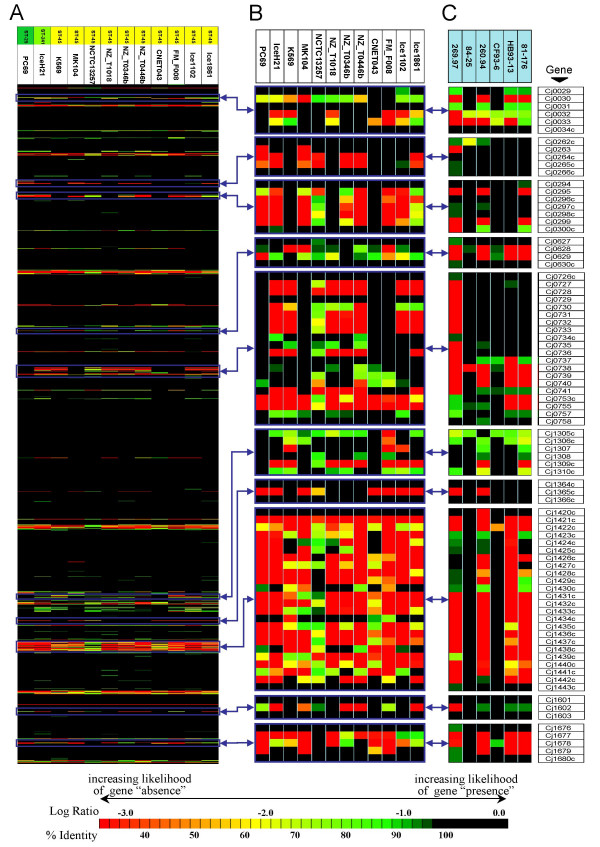
**An examination of genomic mosaicism within clonal complex ST-45**. Although strains within ST-45 have similar overall CGH profiles (A), significant genomic heterogeneity can be observed across various hyper-variable loci in the *C. jejuni *genome (B). Mosaicism observed in the CGH data is consistent with that observed in newly sequenced *C. jejuni *genomes (C). (note: Log Ratio data in (A) and (B) and sequence identity data in (C) were colour coded using a common scale reflecting the likelihood of gene presence/absence).

To examine whether these apparent mosaic patterns of gene content do not merely represent an artifact of the MCGH technique, we examined and visualized gene conservation patterns of various hyper-variable loci among newly sequenced *C. jejuni *genomes (Figure 4c). This examination revealed that the hypervariable loci in these strains have highly heterogeneous gene content with conserved and absent/divergent genes interspersed, a pattern that is consistent with our microarray-CGH data.

### Disruption of genetic linkage in a genomic region flanked by two MLST loci

We have exploited the relatively close proximity between two MLST loci in combination with microarray-derived comparative genomic data to examine genetic linkage in *C. jejuni*. The *tkt *(Cj1645) and *gltA *(Cj1682c) loci are located approximately 36 Kb apart in the *C. jejuni *NCTC 11168 genome and variability has been observed in several genes contained within the region flanked by these two genes [19]. We thus set out to examine whether we could find evidence for an association between specific allele combinations of *tkt *and *gltA *and gene conservation profiles in the intervening region among members of the same clonal complex. Although it is possible to observe similar gene conservation profiles for members of the same clonal complex sharing the same *tkt-gltA *allele combinations (data not shown), some genomic heterogeneity is also apparent (Figure 5).

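The array holds 36 genes from Cj1645 to Cj1682c. All 12 strains of the ST-45 complex carry tkt allele 1 and gltA allele 10, and 6 of these genes were conserved in some of them and divergent/absent in others. Cj1677 was divergent/absent in 11 strains, with LR values from -5.12 to -0.79, Cj1678 in 10, from -6.16 to -0.79, and Cj1679 in 4, from -3.48 to 0.22. Cj1649 and Cj1655c were divergent/absent in 3 strains each and Cj1654c in 1, where the lowest LR was -0.93, -1.07 and -0.90. At high stringency 3 genes of the region had mixed calls in this complex and 0 in the ST-353 and ST-354 complexes. The 3 genes were Cj1677, Cj1678 and Cj1679. For Cj1677 and Cj1678 the highest LR, -0.79 in each, lay only just above the threshold for conserved. The only conserved call of Cj1677 came from NCTC_13257, the array with the lowest tester signal over background. Of the 3 genes only Cj1679, with LR values up to 0.22, was therefore clearly mixed. In the ST-353 complex, with tkt allele 10 and gltA allele 5, only Cj1678 had mixed calls between its 2 strains, with LR values of -1.01 and -0.56. In the 5 strains of the ST-354 complex, with tkt allele 11 and gltA allele 2, only Cj1668c did, with LR values from -1.16 to -0.46. Over the alternatives the count ranged from 0 to 1 in the ST-353 complex and from 0 to 5 in the ST-354 complex. The paper describes some heterogeneity here, and in the legend of its figure a disruption of linkage, as apparent.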

**Figure 5:**
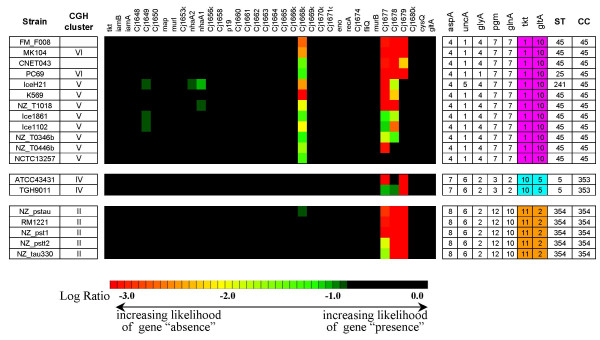
**An examination of genetic linkage in groups of genetically related strains**. Although strains with identical *tkt-gltA *alleles can also share similar gene conservation profiles within the intervening genomic region, disruption of linkage is apparent among members the same CC that share the same *tkt-gltA *loci.

## Discussion

Multi-locus Sequence Typing (MLST) has emerged as a leading molecular typing method for examining strain relationships which has been effectively applied to a number of different bacterial species [10], including *C. jejuni *[7,22]. Although MLST has been successfully applied to the study of the population structure of the *C. jejuni *it has also, paradoxically, provided compelling evidence that *C. jejuni *populations are subject to high rates of horizontal genetic exchange, with recombinational events contributing to a significant proportion of the allelic diversity observed [12,13].

The effects of high rates of intraspecies recombination observed include: a) conflicting phylogenetic signal obtained from different genes due to their different evolutionary trajectories, and b) a panmictic population structure for which clonal evolution is not the predominant trend. Both of these effects could pose limitations on the reliability of genetic relationships inferred from one or a small number of molecular markers as this small number of loci could themselves be subject to recombination. We have used microarray-based comparative genomic hybridization (MCGH) to analyze a collection of strains for which MLST analysis suggests varying levels of genetic relatedness. The dataset also includes clonal clusters comprised of strains with and without apparent epidemiological links in order to provide a "whole-genome" context for examining strain relationships inferred from MLST data.

An interesting finding from this study is the fact that global patterns of gene conservation obtained by MCGH are well correlated to MLST data. We have found that the robust clusters predicted by MCGH analysis (> 75% bootstrap support) and by MLST analysis (clonal complexes sharing 4 or more alleles) display excellent agreement (Figure 3). Of the 35 strains in our dataset that fall within six MLST clonal complexes only 4 fail to cluster robustly within a corresponding CGH cluster. Similarly, of the 37 strains that form statistically robust CGH clusters only 3 lack support from MLST data. 

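In the UPGMA tree of trinary distances, 29 of the 35 strains of the 6 complexes lay in a clade of their own complex. The paper counts strains in a corresponding CGH cluster, which is another criterion. A clade counted here had at least 70% support and held only strains of 1 complex, and a pair was enough. The 6 strains outside such a clade were ATCC_29428 of the ST-21 complex, NCTC_13257 of the ST-45 complex and the 4 strains of the ST-48 complex. The ST-354, ST-353 and ST-403 complexes were recovered whole, with 93.2%, 95.8% and 100% support. The ST-353 and ST-403 complexes are 1 pair each, with the same serotype and ST. If each pair is 1 source strain, its recovery says nothing on agreement of MLST and CGH. As a whole the ST-45 complex had 11.6% support, the ST-21 complex 8.8% and the ST-48 complex 1.4%. A clade with 72.6% support joined ATCC_29428, CNET_031 and F-M_C089 of the ST-21 complex with GBS_PG836 and the ST-48 complex. The number of strains in a clade of their own complex was 31 with a support of at least 50%. It was 18 with average linkage on 1 minus the Pearson correlation of LR.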

Although the relationship between MLST genotypes and global-gene conservation profiles might be expected for strains with shared epidemiology, surprisingly this relationship appears to be evident for strains that do not share an obvious epidemiological connection. It is worth noting that the dendograms obtained for this dataset from the phylogenetic analysis of individual MLST loci are largely incongruent with one another (data not shown), likely due to recombination at the various alleles. Overall congruence between gene content and MLST has recently been observed for *Streptococcus pneumoniae*, another highly recombinogenic species [23]. In this light, the high degree of congruence between MLST and CGH data is not surprising and suggests that the multilocus approach appears to significantly mitigate the effects of lateral exchange in the examination of strain relationships.

It is important to stress that congruence between global gene conservation patterns and MLST genotypes does not preclude significant differences in gene content between related strains. Although, as expected, gene content differences tend to be highest between unrelated strains with greatest genetic distance (i.e. based on analysis of the MLST loci), our data provides evidence for significant genomic mosaicism between closely related strains through the accumulation of gene content differences. Thus, while related strains may share an increased number of genomic features, including a similar profile of significant SLRDs at any of a number of hyper-variable loci spread throughout the genome, their specific gene content in terms of absent and divergent genes may differ considerably. 

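The 600 pairs of strains that share 0 of the 7 MLST alleles had 113 ± 24.4 SLRDs (SD). Pairs sharing 1 allele had 103 ± 25.5 SLRDs (SD over 156 pairs) and pairs sharing 3 alleles 57.8 ± 23.6 (SD over 20 pairs). Pairs sharing 4 alleles had 50.8 ± 20.0 SLRDs (SD over 19 pairs), and the 63 pairs with all 7 alleles in common had 60.2 ± 21.0 (SD). These means pool complexes of different levels, so they were also taken apart for pairs within the ST-45 complex, a choice made after the data had been seen. At 7 shared alleles the 45 pairs of that complex had 68.9 ± 14.2 SLRDs (SD) and the other 18 pairs 38.6 ± 19.7 (SD). At 6 shared alleles the means were 65.1 ± 18.0 (SD over 20 pairs) and 46.4 ± 19.6 (SD over 21 pairs). The pairs with 7 shared alleles ranged from 10 to 106 SLRDs.

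**Figure D3:**
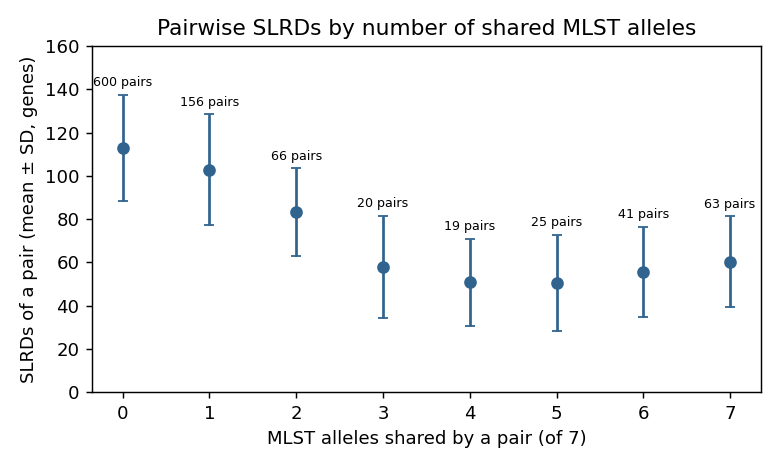
Mean number of SLRDs of a pair of strains (points, bars give the SD over pairs) by the number of MLST alleles they share, with the number of pairs above each bar. The mean falls from 113 SLRDs at 0 shared alleles to 57.8 at 3 and is 60.2 at 7, where 45 of the 63 pairs lie within the ST-45 complex; pairs share strains and are not independent.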

Although the widespread extent of this mosaic pattern of gene content might appear to be an artefact of the CGH technique we have employed in our analysis, evidence from comparative genomic sequencing would suggest otherwise. For example, mosaic patterns of gene conservation have been previously observed at a number of hyper-variable loci (LOS: [24,25]; CPS: [26]; and RM: [27]). Similarly, our preliminary examination of additional hyper-variable loci among newly sequenced *C. jejuni *genomes (Figure 5c) has yielded similar observations. An examination of the genomic region bracketed by the MLST loci *tkt *and *gltA *also demonstrates that genomic events altering local gene conservation profiles can occur among members of the same clonal complex that share the same alleles at these loci (Figure 5), implying that great care must be made in extrapolating the gene content of strains based on indirect observations made at a different set of genetic loci.

A common theme among comparative sequencing studies is the suggestion that recombination is a potent driving force shaping the gene conservation patterns of hyper-variable loci of *C. jejuni *through events such as allelic replacements, gene fusions, gene duplications and gene deletions. Analysis of MLST allele patterns further suggests that housekeeping loci are also targeted by recombination [12,13]. It thus appears that recombinational exchange in *C. jejuni *is not only widespread but that it must occur at significant frequencies consistent with the rapid accumulation of gene content differences we have observed among closely related strains in this study.

## Conclusion

Although our data suggest that reliable strain relationships can be inferred despite the rapid pace of genetic change due to recombination, our ability to couple molecular typing data to phenotypes of interest (e.g. virulence, drug resistance) may be restricted by the shifting gene content among related strains. An advantage of molecular characterization methods based on the comparison of gene content is illustrated by our recent analysis of *C. jejuni *strains implicated in Guillain-Barré and Miller Fisher syndromes [28]. Neuropathogenic *C. jejuni *have been highly refractory to analysis by conventional molecular typing because of their diverse lineage and due to the lack of association between conventional molecular typing markers and their clinical phenotype [29]. Although our whole-genome CGH analysis merely confirmed earlier observations regarding the population structure of neuropathogenic strains, it correctly identified a small number of genes whose presence among strains of diverse lineage is though to be highly correlated with a neuropathic clinical outcome [28].

The rapid assessment of neuropathogenic potential of strains has since been achieved by the directly targeting polymorphisms within the genes of interest [30]. Ultimately, the development of clinically relevant molecular typing approaches may be better served by comparative genomic methods that directly survey the genetic differences responsible for the phenotypes of interest rather than through indirect evidence from comparison of molecular typing targets unrelated to phenotype

## Methods

### Bacterial strains

Background on the 45 strains we analyzed by microarray CGH and MLST is presented in Table 1. The strains were selected from a larger dataset analyzed by MLST and picked to comprise several levels of genetic similarity, which would thus enable us to determine whether relationships assessed by MLST would be supported by CHG data in the short-term vs. long-term epidemiological context. Strains were picked to comprise several levels of genetic similarity, which would thus enable us to determine whether relationships assessed by MLST would be supported by CHG data.

**Table 1:** List of strains used for this study.

Strain	Serotype^3^	Source	MLST Sequence Type
ATCC29428	O:1	human	50
ATCC33560	O:23	cattle	403
ATCC43431	O:3	human	5
CCUG7800	O:4	human	311
CNET025	O:58	wild bird	677
CNET031	O:1	human	262
CNET043	O:58	human	45
CNET106	O:2	sheep	21
CNET109	O:4,50	canine	475
FM_C089	n.d.	human	262
FM_F008	n.d.	chicken	45
GBS_PG836	n.d.	human	56
Ice1102^1^	n.d.	chicken	45
Ice1861^1^	n.d.	chicken	45
IceH21^1^	n.d.	human	241
IceH23^1^	n.d.	human	53
IceH40^1^	n.d.	human	53
IceH51^1^	n.d.	human	184
K569	n.d.	chicken	45
MK104	O:19	human	45
NCTC11168	O:2	human	43
NCTC11351	O:23	cattle	403
NCTC13254	O:50	cattle	21
NCTC13255	O:19	human	22
NCTC13257	O:57	human	45
NCTC13258	O:50	ovine	48
NCTC13259	O:18	human	49
NCTC13260	O:5	ovine	52
NCTC13261	O:50	cattle	61
NCTC13262	NT	environment (sand)	177
NCTC13264	O:11	human	257
NCTC13266	O:41	human	362
NZ_pst1^2^	n.d.	chicken	354
NZ_pstau^2^	n.d.	chicken	354
NZ_pstt2^2^	n.d.	chicken	354
NZ_T1012^2^	n.d.	chicken	474
NZ_T1018^2^	n.d.	chicken	45
NZ_T157^2^	n.d.	chicken	474
NZ_T346b^2^	n.d.	chicken	45
NZ_T446b^2^	n.d.	chicken	45
NZ_tau330^2^	n.d.	chicken	354
PC69	O:9	human	25
PC72	O:2	human	21
RM1221	n.d.	chicken	354
TGH9011	O:3	human	5

^1 ^strains collected as part of "Campy-On-Ice" consortium

^2 ^strains collected as part of New Zealand study outlined in Pope *et al*. [43]

### DNA isolation

Cells were grown on Mueller-Hinton agar plates (BACTO, Oakville, ON) for 36 hours at 42°C under microaerophilic conditions prior to genomic DNA isolation. Genomic DNA was isolated by phenol:chloroform extraction as previously described [19]. For MLST, genomic DNA was prepared using the Qiagen Tissue Kit (Qiagen, Mississauga, ON) according to the manufacturer's instructions.

### Microarray Hybridizations

Details of the microarray, including primer selection, the parameters for primer synthesis, selection of amplicons, as well as the purification and printing of DNA onto slides were previously described elsewhere [19]. Hybridizations were performed using protocols described previously [31]. Briefly, for each tester strain equivalent amounts of Cy-3 labelled tester and Cy-5 labelled control genomic DNAs (i.e. strain NCTC 11168) with similar dye incorporation efficiencies were pooled and co-hybridized to our microarray.

### Microarray data acquisition and analysis

Microarrays were scanned using a Chipreader laser scanner (BioRad, Mississauga, ON) according to the manufacturer's recommendations. Spot quantification, visual inspection of potential outliers, and flagging of anomalous spots was performed using the program ArrayPro Analyzer (version 4.5; Media Cybernetics). The microarray data exported from ArrayPro was imported into the BioArray Software Environment (BASE version 1.2) [32] and is available at NCBI's Gene Expression Omnibus [33] under accession number GSE9919. Spots flagged due to poor spot morphology or low signal intensity (less than 3 X local background) were filtered out. After print-tip Loess normalization, data was used to calculate the average Log Ratio or LR (i.e. log_2 _[Signal Tester/Signal Control]) from the two replicates for each gene represented on the microarray. The filtered data exported from BASE contains the average LR data for 1606 genes.

### MCGH data analysis and visualization

LR data was visualized and analyzed in TIGR's MultiExperiment Viewer (MEV version 3.0) [34] with high-resolution heat maps of LR data generated using a custom-script written in VBA for MS-Excel; all CGH data was organized assuming synteny with *C. jejuni *NCTC 11168 in order to examine mapping of variable genes to genomic regions. Clustering of strains based on LR profile similarities was performed by the average linkage hierarchical clustering method [35], as implemented in TMEV, using Pearson correlation coefficient as a distance metric with the Support Tree method of bootstrapping implemented in TMEV used to test the reliability of the clustering patterns (500 bootstrap re-samplings). A second method for clustering strains was developed based on calculating pair-wise genetic similarities in gene conservation profiles by using trinary thresholding of LR data [31], with a score of 1 given to all gene conservation matches (i.e. conserved, divergent of absent in both strains), a score of 0.5 given to absent/divergent pairs, and a score of 0 given to all other mismatches. The genetic similarity was then calculated by dividing the total score of all genes in the array by the total possible score. A custom VBA script for MS-Excel was written to calculate all pair-wise genetic distances (i.e. genetic distance = 1 – genetic similarity) and to calculate bootstrapped distance matrices which were used to create a consensus tree using the programs Neighbor and Consense from the phylogenetic inference package Phylip v.3.6 [36]. Phylogenetic trees were visualized using Treeview v.1.6.6 [37].

### MLST analysis

MLST was performed using the methods of Dingle et al. [7,22]. PCR amplification of the seven target genes was performed using primers described in the references above. Amplicons were purified with the Qiaquick column purification kit (Qiagen, Mississauga, ON) followed by Autoseq-96 (Molecular Dynamics). Sequencing was performed using the MegaBACE Long Read Matrix (Amersham Biosciences) according to the manufacturer's instructions and reaction products were separated on a MegaBACE 500 sequencer (GE Health Care, Piscataway, NJ). Sequence traces were analyzed using the MegaBACE software. MLST alleles and sequence types (ST) were determined for each strain by querying the *C. jejuni *MLST database at the University of Oxford [38] with the edited sequence data. Dendrograms based on the MLST sequence types were obtained using the method of unweighted pair group with arithmetic mean (UPGMA) implemented in the program START2 version 0.5.10 [39]. BURST analysis [40], as implemented in START2, was used to identify potential clonal complexes composed of strains sharing 5 or more identical alleles. Additional clonal complex assignments were determined by querying the *C. jejuni *MLST database with the allelic profiles of the strains.

### Analysis of gene conservation patterns in newly sequenced *C. jejuni *genomes

Available sequence data from completed (strains NCTC 11168, RM1221, 81–176) and ongoing *C. jejuni *sequencing projects (strains 84–25, HB93-13, 260.94, 269.97, CF93-6) was obtained from NCBI's prokaryotic genome sequencing resource [41] and homology searching of genes in selected loci was performed using the program BLASTP [42]. Visualization of sequence identity levels was performed via heat maps generated using a custom-script written in VBA for MS-Excel.

## Abbreviations

CGH: comparative genomic hybridization; HV: highly variable; HD: highly divergent; MD: moderately divergent; MLST: multi-locus sequence typing; ST: sequence type; CC: clonal complex; SLV: single-locus variant; DLV: double-locus variant; TLV: triple-locus variant; LR: Log Ratio; SLRD: significant Log Ratio difference; LOS: lipo-oligosaccharide biosynthesis locus; FL: flagellar biosynthesis locus; CPS: capsular polysaccharide biosynthesis locus; RM: type I restriction-modification locus.

## Authors' contributions

ENT contributed to study design, designed MCGH experiments, wrote custom Excel VBA scripts, carried out downstream data analysis and visualization, and drafted the manuscript; CCL performed all MCGH experiments and performed preliminary data analysis. JMM performed MLST analysis and assisted with preliminary MCGH analysis. VPJG assisted in data interpretation and drafting of the manuscript. JHEN and KR conceived of the study, and participated in its design and coordination and helped to draft the manuscript. All authors submitted comments on drafts and read and approved the final manuscript.

## Supplementary Material

Additional file 1 Pairwise matrix of SLRDs for the 45 strains in the dataset. The (partial) gene content of strains was assessed by analyzing the CGH data using two sets of empirically determined thresholds [31]: Figure S1: < 1% error rate on "likely conserved" and "likely absent" calls. ; Figure S2: < 1% error rate on "likely conserved" and "likely divergent/absent". Strains have been arranged based on the UPGMA dendogram from analysis of MLST data. Boxes in bold represent pairwise distances between members of the same clonal complex (red branches on dendograms). Click here for file

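Counted from the recomputed LR at high stringency, the 990 pairs had a mean of 27.3 SLRDs, and the mean of the paper's Figure S1 is 25.7. Per pair, these values differed by a mean of 1.92 SLRDs. At the threshold of -0.85 the mean was 99.7 SLRDs, against the paper's mean of 79.6 in Figure S2. At thresholds of -1.0 and -1.2 the mean was 87.5 and 78.4 SLRDs.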

How the deposited data were processed for this re-analysis (not part of the article)

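The 45 strains were each hybridized once, as Cy3-labelled tester DNA together with Cy5-labelled control DNA of NCTC_11168. NCTC_11168 itself was hybridized against its own DNA. The authors deposited spot intensities and local background intensities of both channels, without normalization, and a normalized log2 ratio of tester over control. The methods give print-tip loess, a filter on flagged or dim spots and the mean of replicate spots. Each array has 4608 spots, with 2 spots per gene, and 1606 genes of NCTC_11168 had values. A further 283 reporters carry sequences of other sources. Sequence types, complexes, alleles and clusters were taken from the paper's Table 1, Figure 1, Figure 2 and Additional file 1. The 6 complexes hold 35 strains and 10 strains lie outside them.

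The design fixed at the start took the deposited log ratio as the value to analyse. That was changed after the files had been examined. For 12 arrays the deposited log ratio did not follow the intensities of the same array. For 11 of these the differences between the 2 spots of a gene followed another array's intensities (Spearman's rho over genes between 0.883 and 0.990, against at most 0.126 for the array's own). These correlations are across genes, which are not independent replicates. The paper's Figure S1 had also been compared with both kinds of log ratio before the choice was made. The column of NCTC_13266 followed no array by spot differences, and neither did that of RM1221, which followed its own array by gene averages and was counted among the other 33. No column was moved from one strain to another. The log ratio of every array was recomputed from its labelled intensities, and the deposited log ratio as labelled was kept as an alternative. The table of the whole series held the same log ratios as the tables of single samples.

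Log ratios were computed in R 4.3.3 with limma 3.58.1. Local background was subtracted, a spot with a channel at or below background had no value, and loess with a span of 0.3 and 4 iterations was fitted to each array over the spots that the authors had not flagged. Print-tip positions were not used. The spots of a gene were then averaged. Conserved meant an LR above -0.85, divergent/absent an LR at or below -0.85, and likely absent an LR at or below -3.0. The high stringency count of SLRDs sets conserved genes against likely absent genes only.

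Counting, tests and trees used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-bio 0.7.3, and figures used matplotlib 3.10.9. Pairs of strains share strains, so strain labels and not pairs were permuted: 100000 draws for the ST-45 complex and for all complexes, and all 1221759 choices of 5 strains for the ST-354 complex, two-sided. Conservation in ST-45 and other strains was compared for each gene by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The adjustment ran over genes with a call in at least 80% of the strains of each group. Related strains were counted as independent in this test. Trinary distances scored 1 for a match, 0.5 for divergent against absent and 0 otherwise. UPGMA trees were bootstrapped 500 times over genes, and clades with at least 70% support were used. The genes named are those that the paper names in its results or in Figures 3 to 5, and at most 10 further genes with the smallest p for ST-45.

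The steps were tested on simulated data. In them 200 of 1606 genes were changed between the 10 strains of ST-45 and the rest. Fisher's exact test recovered 100% of them with 0.0% false calls, and limma 100% with 5.66% false calls. The planted changes were large and the strains were drawn independently. These rates therefore do not carry over to the related strains, uneven arrays and weaker contrasts of the real data. In 200 simulations of random calls, 5.5% of the group permutation tests had a p at or below 0.05.

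The median tester signal over local background of an array ranged from 2.68 to 3500 and that of the control from 4.57 to 631. In the ST-45 complex the tester medians had a median of 5.90, and in the other 33 strains 10.2. A single array per strain gives no declared replicate, so no replicate error was estimated. TGH9011 and ATCC_43431, and NCTC_11351 and ATCC_33560, have the same serotype and ST within each pair, and whether they are the same source strains was not established. If they are, their 46 and 37 SLRDs are an estimate of differences between arrays. Also, the number of arrays limits the precision. Alternatives covered the thresholds, the normalization, filters on dim spots, missing values, the test and the tree method. Array reporters outside the NCTC_11168 genome were counted as detected at an LR above 1.0 with a tester signal at least 3 times background. Figure 4c rests on genome sequences that were not used here.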

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

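The detection limits for reporters of other genomes and the tester-channel minimum of 0.25 of the array's median were set without an alternative; the tests of RM1221 reporters were written before their result was seen.

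A signal appeared in reporters that the paper does not analyse, those for 181 sequences of RM1221. RM1221 itself had 162 of them at an LR above 1.0 and the self-hybridization of NCTC_11168 had 1. The 4 other strains of ST-354 had a mean of 29.5 ± 5.80 (SD, n = 4 strains), from 24 to 37. The 40 strains outside the complex had a mean of 18.7 ± 17.2 (SD), and the highest of them had 58. Sequences shared within ST-354 would give its strains more than the others. The exact permutation test, two-sided, gave p = 0.232, so an excess in ST-354 was not shown, and neither was its absence. Counted from the tester channel alone, the means were 76.5 and 52.6 (exact permutation test, two-sided, p = 0.0982), with 37 in the self-hybridization. By this count RM1221 itself had 131 and the highest strain outside the complex 128, so it hardly separated RM1221 from that strain. A dim control spot could raise an LR, but with no excess shown by LR this test cannot decide on it, so that explanation and shared sequences cannot be told apart.

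Of 59 reporters for the plasmid pVir, at most 3 were detected in any strain by LR and tester signal, and 0 in the self-hybridization. From the tester channel alone the counts reached 41 in NCTC_13257 and 31 in NZ_T0346b, with 5 in the self-hybridization. No explanation was tested for these.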

How the results depend on the processing

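The thresholds, normalizations and filters were set before the data were examined for results on SLRDs. Their use for the ST-45 genes and the trees, normexp, both filters at 3 times background, the mixture of deposited and recomputed log ratios and the rule on both spots were chosen after seeing the data.

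Between-complex SLRDs stayed above within-complex SLRDs under all 18 alternatives for each comparison. The difference ranged from 19.0 to 52.1 for the ST-45 complex (permutation p from 1e-05, the smallest possible, to 0.0033), from 22.4 to 70.7 for the ST-354 complex (exact permutation p from 1.8e-05 to 0.0272) and from 22.0 to 60.5 over all complexes (permutation p = 1e-05, the smallest possible, under each). With each strain of the ST-354 complex left out in turn the difference lay between 55.0 and 75.3. For GBS_PG836 and the ST-48 complex the mean lay between 24.0 and 33.0 SLRDs with each strain of that complex left out in turn. Over the 18 alternatives it ranged from 1.0 to 51.2 SLRDs. The ST-353 and ST-403 complexes have 2 strains, so leaving one out left no pair. No paired analysis was possible because each strain has 1 array and its number pairs it with no strain of another group.

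Counts moved more, and the cause was not tested except where the construction shows it. Against 122 SLRDs, the mean of clusters II to VII with respect to NCTC_11168 was 148 at a threshold of -0.7, 98.6 at -1.2, 85.7 with divergent/absent at or below -1.5, 68.9 and 43.0 at high stringency with absent at or below -2.0 and -3.0, 189 at the lowest 1% of the self-hybridization, 192 with median-centring and no loess, 94.7 from the deposited log ratio as labelled, where the column of NCTC_11168 does not follow its own array, and 48.4 with both channels at least 3 times background. By construction the latter leaves out spots with little tester signal, those of absent genes included. Within the ST-45 complex the mean of 67.8 SLRDs became 129 at the lowest 1% of the self-hybridization, 33.0 with conserved above -0.5 and divergent/absent at or below -1.0, 27.7 with divergent/absent at or below -1.5, 24.7 with both channels at least 3 times background and 9.97 at high stringency with absent at or below -3.0.

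NCTC_13260 and NCTC_13261 had 8 SLRDs, the lowest of all pairs, against 10 and 12 at thresholds of -1.0 and -1.2, where the pair ranked 5 and 17, 13 at a threshold of -0.7 and with median-centring, 4 with conserved above -0.5 and divergent/absent at or below -1.0, 1 with divergent/absent at or below -1.5, 0 at high stringency with absent at or below -3.0 or -2.0, 16 with a threshold per array, 21 at the lowest 1% of the self-hybridization, 3 with both channels at least 3 times background and 98 from the deposited log ratio as labelled, where it ranked 443. GBS_PG836 had a mean of 28.8 SLRDs with the ST-48 complex, against 16.0 with conserved above -0.5 and divergent/absent at or below -1.0, 10.0 with divergent/absent at or below -1.5, 1.0 and 7.5 at high stringency with absent at or below -3.0 and -2.0, 43.0 with a threshold per array and 51.2 at the lowest 1% of the self-hybridization. The 6 genes between tkt and gltA with mixed calls in the ST-45 complex fell to 3 at a threshold of -1.2, with divergent/absent at or below -1.5 and at high stringency with absent at or below -3.0 or -2.0, and to 2 with conserved above -0.5 and divergent/absent at or below -1.0. In the ST-354 complex 1 gene became 5 at the lowest 1% of the self-hybridization, 4 at a threshold of -0.7, and 0 at -1.2, with divergent/absent at or below -1.5 and at high stringency.

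For ST-45 against other strains, 39 genes passed by Fisher's exact test. The count was 95 with limma on LR, 62 with the 12 strains of the ST-45 complex against 33, 12 from the deposited log ratio as labelled, 16 and 3 at high stringency with absent at or below -2.0 and -3.0, and 0 by Fisher's exact test with both channels at least 3 times background, where 7 of 1008 genes had an unadjusted p below 0.05 and limma was not run. In limma 71 of 95 genes were lower in ST-45, against 38 of 39 in Fisher's exact test. Of 100 splits of the 45 strains into 10 and 35, only 1, the real one, gave as many genes, so the count is not explained by an arbitrary choice of strains. The highest count of the random splits was 0 genes. Other groups of related strains were not tried, so the comparison cannot tell whether the count is particular to ST-45.

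Against 29 strains in a clade of their own complex, 20 were at a threshold of -1.0, with conserved above -0.5 and divergent/absent at or below -1.0, and with the same call required in both spots. There were 21 at a threshold of -1.2, 22 with divergent/absent at or below -1.5 and with a threshold per array, 17 at the lowest 1% of the self-hybridization, 23 from the deposited log ratio as labelled, 11 with both channels at least 3 times background and 18 with average linkage on 1 minus the Pearson correlation. Some alternatives placed more strains than the main setting, which left 6 outside such a clade. High stringency with absent at or below -2.0 left 4 outside, as did a support of at least 50%. A control channel at least 3 times background left 5 outside. Over 22 alternatives the number in such clades ranged from 11 to 31. So the number of strains in such clades depends on the threshold and the tree method.

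Global loess in limma is the normalization already used and the table of the whole series holds the same log ratios, so neither gave a separate value. NCTC_13257, with a tester median of 2.68, had 4 genes at or below -3.0.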

Differences from the paper's values

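Strains of cluster Ia other than NCTC_11168 had a mean of 27.3 ± 12.2 SLRDs (SD, n = 3 strains) with respect to the reference strain, and the paper's value is 12.0. Of the alternatives set before the data were examined, the threshold of -1.0 and the zone with conserved above -0.5 and divergent/absent at or below -1.0 gave a mean that does not differ. Values are called different here when they lie apart by more than the larger of the SD and any error the paper states, and one is more than 1.5 times the other. The thresholds of -0.7 and -1.2, the zone down to -1.5, both high stringency counts, the threshold per array, the lowest 1% of the self-hybridization, median-centring, the deposited log ratio as labelled, the genes with values in all 45 arrays and the filter on dim control spots gave means that differ. Among alternatives chosen after seeing the values, leaving out spots with either channel under 3 times background gave 17 SLRDs, which does not differ. Another 4 chosen at that stage still differed: normexp with 31.7, a control channel at least 3 times background with 21.0, the deposited log ratio where it follows its own array with 27.3 and the same call in both spots with 21.7.

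The other cluster means printed in the paper do not differ by this rule, but each was higher here by more than 1 SD. They were 21.3 ± 5.03 against the paper's 14.3 in cluster Ib, 53.8 ± 10.9 against the paper's 37.3 in clusters Ic to Ie, 94.0 ± 2.83 against the paper's 64.5 in cluster IV and 144 ± 13.3 against the paper's 97.9 in cluster V (SD over 3, 8, 2 and 8 strains). Of the alternatives set before the data were examined, these came within 1 SD of the paper's value: the threshold of -1.0 for cluster Ib, the threshold of -1.2 for clusters Ib, Ic to Ie and IV, the zone with conserved above -0.5 for clusters Ib and Ic to Ie, the zone down to -1.5 for clusters Ic to Ie, IV and V, the genes with values in all 45 arrays for clusters Ic to Ie, and high stringency with absent at or below -2.0 for cluster V. The deposited log ratio as labelled gave 93.5 for cluster V, but its column for NCTC_11168 follows the array of NCTC_11351 (r 0.999 over gene averages, against 0.0445 for its own), so counts with respect to the reference strain under this setting cannot be set against the paper's, those of cluster Ia included. Leaving out spots with either channel under 3 times background, chosen after seeing the values, did so for clusters Ic to Ie and IV.

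The paper states that clusters I, III and IV have no SLRDs in the R-M locus. Here each strain of cluster IV had 1 divergent/absent gene in it. The paper itself also names SLRDs of this locus in cluster Ie. The paper also states that SLRDs from Cj0727 to Cj0741 occur in cluster V alone. Of the 37 strains outside cluster V, 8 had at least 1 divergent/absent gene there. Among them only NCTC_13262 had likely absent genes in the region, 7 of its 10. The others had between 1 and 3 divergent/absent genes, and CNET_043, F-M_F08 and PC69 of these belong to the ST-45 complex. From Cj0480 to Cj0490, which the paper describes as fully conserved in cluster I, 2 of 15 strains of that cluster had 1 divergent/absent gene. Cj0970, which the paper lists as conserved in all strains of ST-45, was divergent/absent in 2 of 10.

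The paper states that NCTC_13260 and NCTC_13261 have no MLST allele in common, while its Figure 1 gives them 2 shared alleles. Clusters V and VI did not reach 70% support in the UPGMA tree, where the paper describes them as robust. Cluster VI had 96.0% support in the tree from Pearson correlations and cluster V 0.0%.

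Over all pairs the mean was 99.7 SLRDs at the threshold of -0.85, against 79.6 in the paper's Figure S2. The mean absolute difference per pair was 20.9 SLRDs. The thresholds of -1.0 and -1.2, both set before the data were examined, gave means of 87.5 and 78.4 and mean absolute differences of 10.8 and 7.75. The zone with conserved above -0.5 and divergent/absent at or below -1.0 gave a mean of 73.1.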

Other observations

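The test of control signal and SLRDs, and both tests of the deposited log ratios, were chosen after the result was seen, and the relations of tester signal with numbers of genes were added without a written prediction.

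SLRDs between strains of the ST-45 complex had a mean of 67.8. When both spots of a gene had to give the same call, the mean was 57.0, which is 84.1% of it and argues against noise between spots as the main source. Of 4475 SLRDs within the complex, 15.9% joined LR values less than 0.5 apart, and 53.0% values more than 1.0 apart. But the mean within the complex fell to 33.0 with conserved above -0.5 and divergent/absent at or below -1.0, and to 27.7 with divergent/absent at or below -1.5, so values close to the threshold stay open as a source. The ST-353 and ST-403 pairs had 46 and 37 SLRDs. Should each be 1 source strain on 2 arrays, differences between arrays could be a large part of the 67.8, which also stays open and was not tested. Across the 12 strains, control signal over background (log2) and mean SLRDs within the complex had Spearman's rho 0.0140 (permutation p = 0.973, adjusted 0.973) and Pearson's r 0.0189 (permutation p = 0.951, adjusted 0.951), and r was -0.0295 without the 2 strains farthest from the median signal. With 12 strains a moderate relation cannot be excluded, so low signal on some arrays stays open. Real differences in gene content stay open as well and were not tested. Values were adjusted by Benjamini-Hochberg over the 4 relations computed, and all permutation tests were two-sided.

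Likely absent genes ranged from 4 to 72 among strains of the ST-45 complex. For the 56 genes divergent/absent in all 12 strains of the ST-45 complex, the median LR and tester signal over background (log2) had rho -0.629 (permutation p = 0.0322, adjusted 0.0644) and r -0.293 (permutation p = 0.365, adjusted 0.615). Without the 2 strains farthest from the median signal r was -0.774. This is consistent with LR values compressed on arrays of low signal, as predicted from the unadjusted rho, but it does not pass the adjustment. The number of likely absent genes and tester signal had rho 0.636 (permutation p = 0.0308, adjusted 0.0644) and r 0.267 (permutation p = 0.415, adjusted 0.615), with r 0.762 without the same 2 strains. Those 2, K569 and MK104, had the highest signal and 54 and 47 likely absent genes, fewer than the 72 of NZ_T0446b at a signal of 5.97. The number of divergent/absent genes and tester signal had rho -0.211 (permutation p = 0.509, adjusted 0.679) and r -0.226 (permutation p = 0.461, adjusted 0.615), with r 0.0478 without them.

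For 12 of 45 arrays the deposited log ratio did not follow the intensities of its own array. In 11 of them the difference between the 2 spots of a gene followed another array's intensities with rho over 0.5, across genes, which is consistent with log-ratio columns attached to another array. The column of NCTC_13266 followed no array by this measure, and by gene averages it was closest to the array of NCTC_11168 (r 0.704). The column of RM1221 also followed no array by spot differences (rho at most 0.0753), but by gene averages it followed its own (r 0.943) and is not among the 12. If instead the intensities had been attached to the wrong strain, SLRDs from them would lie farther from the paper's Figure S1. Over the 462 pairs with these strains the mean absolute difference was 2.20 SLRDs from the intensities and 17.1 from the deposited log ratio as labelled, which argues against it. This pattern was found and tested on the same data, and no biological explanation was tested.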
